A study of Homo sapiens with 2 samples. Its data were reported in "Systematic comparison of high-throughput single-cell RNA-seq methods for immune cell profiling" (2021).

How the data were processed

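PBMC from 1 preparation gave 1 library with each kit, 10x 3' v3 and 10x 5' v1. The authors made UMI counts per gene and barcode with Cell Ranger 3.0.2 and STAR 2.5.1b against the hg19 (GRCh37) reference, and the deposited counts are unfiltered, with 32738 genes listed. The study describes running this pipeline on downsampled reads, and the labels used here do not say whether the deposited counts are from that run. The libraries held 62514972 and 39070903 UMIs.

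Cell barcodes were those above the inflection point of the log-log rank curve over the top 12000 barcodes, computed in R 4.3.3 after the barcodeRanks algorithm, with more than 200 genes and a mitochondrial share under 20%. The study's reference-mapping score was not rebuilt. Doublets were kept in the main results. Scrublet (scanpy 1.11.5, expected rate 6%) called 555 and 734 cells. In 10x 5' v1 the automatic threshold marked under 0.5% of cells, so the top 6% of scores was used, as set beforehand.

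Cells were clustered jointly with Leiden (leidenalg 0.10.2, resolution 1) on 2000 variable genes, 30 principal components and 15 neighbours, with genes scaled within each library. Mitochondrial, ribosomal protein, Y-linked, XIST, HLA and KIR genes, antigen receptor segments and genes at least 2-fold apart between libraries were left out. Clusters were named from fixed markers by their 10 leading genes, or by their 30 leading genes where none of the 10 was a marker, needing at least 3 detected markers. The cluster led by interferon-induced genes (477 and 370 cells) had 0 CD14 monocyte markers among its 10 leading genes and 1 among 30, with 12 detected, and counts as CD14 monocyte-like. Some naming rules were set after clusters were seen: T cell markers were merged into 1 class, clusters led equally by markers of different classes stayed unnamed, and so did clusters with at least 50% doublet calls. The exclusion of receptor segments was extended from gene names to annotated types after a pseudogene had appeared among the named genes. Its effect on separate clustering is given in the closing section.

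Thinning drew UMIs without replacement to 1000 per cell. The level at 50% detection came from fitting the dropout share as a decaying exponential of the mean of both libraries' CPM in the class. Pooled profiles used CPM over all retained cells, a pseudocount of 1 on the log2 scale and a filter of 10 CPM in either library. The counts over 21 markers include 1 that is not reported here. With 1 library per group no test was run. Shares have exact Clopper-Pearson intervals and sums exact Poisson intervals at 95%, which cover counting error only. A count of 0 was set to a floor of 3 counts for ratios.

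Named genes were, among genes with at least 20 CPM in either library and a ratio of the same sign in the 4 largest classes, the 6 with the largest ratio each way, leaving out the excluded genes above. In some of these classes 1 library had no UMI. Positions, transcript lengths and overlaps came from GENCODE release 44 mapped to GRCh37, the same assembly with another annotation version, in which 31182 gene IDs (95.2%) matched.

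Alternatives were other thresholds (knee point, all barcodes above 100 UMIs, density valley), a minimum of 500 genes, a mitochondrial limit of 10%, doublet removal, other clustering settings, thinning to 500 or 2000 UMIs, and other filters, pseudocounts and scalings. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

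The steps were tested on simulated data. For 10x 3' v3 against 10x 5' v1, simulated pooled counts of 7901 genes gave back 200 of 200 genes changed 4-fold and called 0 unchanged genes. The fitted level at 50% detection lay within 0.182% of the true one over 8000 simulated genes, and thinned cells within 0.109% of the expected number of genes. All 2400 simulated cells of 4 well-separated classes were named rightly, which does not cover low-UMI clusters. Tests of explanations on platelet genes, on the main cluster of the shoulder, on its mitochondrial share, on barcode errors and on same-strand overlap were written after results were seen.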

Results

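Peripheral blood mononuclear cells (PBMC), the lymphocytes, monocytes and related cells isolated from blood, were profiled by single-cell RNA sequencing with droplet kits from 10x Genomics. There were 2 libraries, 1 per group: 10x 3' v3, which counts the 3' ends of transcripts, and 10x 5' v1, which counts their 5' ends. The comparison asks how the choice of kit changes cell recovery, sensitivity and expression profiles in primary immune cells. The deposited unfiltered matrices held 62514972 unique molecular identifiers (UMIs) for 10x 3' v3 and 39070903 UMIs for 10x 5' v1. UMIs stand in for sequencing depth, since reads per library were not used here. They also depend on how many transcripts a kit captures, so depth below means UMIs and not sequencing effort. With 1 library per group there is no replicate check, so each difference describes these libraries and no p-value is given. Intervals are 95% intervals that cover counting error only.

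The inflection point of the barcode rank curve lay at 583 UMIs for 10x 3' v3 and 297 UMIs for 10x 5' v1. It left 10234 and 11925 barcodes above it. These barcodes held 95.5% of the UMIs of the 10x 3' v3 library and 98.0% of those of the 10x 5' v1 library, each with an exact binomial interval narrower than the rounding. The order was opposite at the knee point (86.6% and 80.8%) and at the density valley (95.4% and 88.9%). After the gene minimum (52 and 62 barcodes removed) and the mitochondrial limit (237 and 61 removed), 9945 cells remained for 10x 3' v3 and 11802 for 10x 5' v1. This order rests on the threshold. The 10x 5' v1 curve has a shoulder of 4624 barcodes between 297 and 1618 UMIs, and above the lowest point of the UMI density 9888 and 7284 cells remained. The order was also opposite at the knee point (7890 and 5926 cells) and with a minimum of 500 genes (9808 and 8746 cells).

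**Figure D1:**
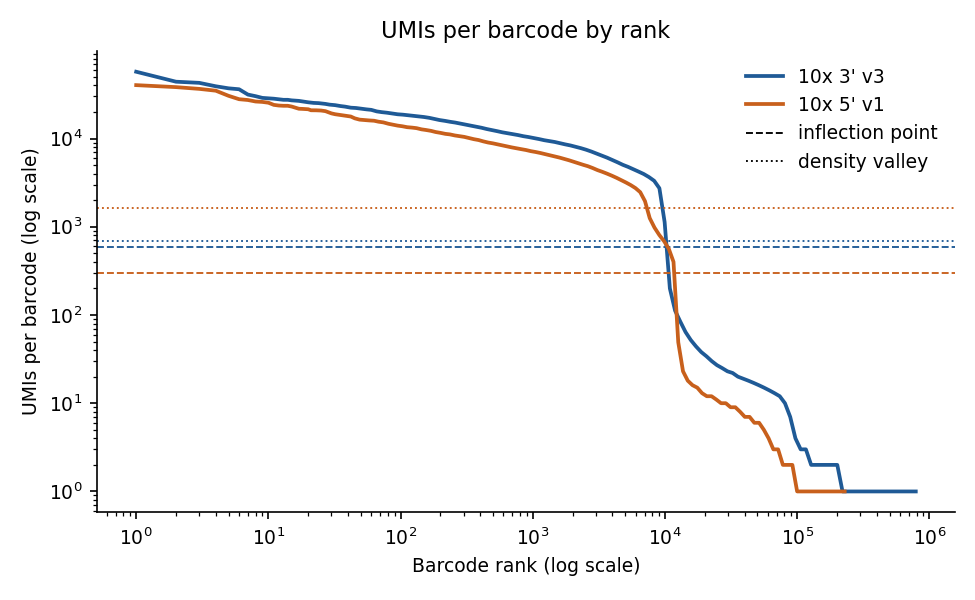
UMIs per barcode against barcode rank, both on log scales, for the 10x 3' v3 (blue) and 10x 5' v1 (orange) libraries. Dashed lines mark the inflection points at 583 and 297 UMIs, and dotted lines the density valleys at 685 and 1618 UMIs. The shoulder of the 10x 5' v1 curve lies between its inflection point at 297 UMIs and its valley at 1618 UMIs.

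Median UMIs per cell were 4928 (interquartile range 3684 to 7522) for 10x 3' v3 and 2780.5 (835 to 4514) for 10x 5' v1. Median genes per cell were 1753 (1426 to 2505) and 1073 (491 to 1537). The knee point moved these most, to 5748.5 and 4501 UMIs and to 2016 and 1533.5 genes. The ratio of median genes was 1.63 with all UMIs. When each cell was thinned to 1000 UMIs, medians were 572 genes for 10x 3' v3 and 535 for 10x 5' v1, a ratio of 1.07. Thinning left out 179 and 3590 cells with fewer UMIs. In the cells it kept, the medians before thinning were 1768 and 1294 genes. Thinning to 2000 UMIs gave 975 and 883 genes, and thinning to 500 UMIs gave 328 and 323. The median mitochondrial share of UMIs was 11.4% in 10x 3' v3 cells and 6.81% in 10x 5' v1 cells, and the median ribosomal protein share was 16.4% and 23.5%.

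Cells of both libraries were clustered together, and 22 of 31 clusters were named by marker genes. Class names end in "-like" because they were rebuilt from markers, and a difference from the study may come from that. Unnamed clusters held 14.6% of 10x 3' v3 cells and 40.8% of 10x 5' v1 cells. The largest of them held 57 and 3681 cells, with medians of 1066 and 694 UMIs, so it may be a property of the 10x 5' v1 library and not a cell type. Rules set after the clusters were seen kept out a cluster led by both natural killer (NK) and T cell genes (9.39% and 6.87% of cells) and 5 clusters rich in doublet calls (3.76% and 2.23%). Joint clustering did not mix the libraries fully: of the CD14 monocyte-like clusters, 1 held 2094 and 144 cells and another 240 and 1468, and of the T-like clusters, 1 held 1097 and 24 cells and another 30 and 831. Such clusters may be libraries and not types. Interferon-induced genes (IFIT1, IFIT2, IFIT3, IFI44L, MX1) led 1 of the CD14 monocyte-like clusters.

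Of the 8489 named cells of 10x 3' v3 and the 6984 of 10x 5' v1, CD14 monocyte-like cells made up 37.1% (36.0 to 38.1, exact binomial) and 39.6% (38.5 to 40.8). T-like cells made up 30.0035% and 28.3%, NK-like cells 11.4% and 10.6%, CD16 monocyte-like cells 10.2% and 10.2%, and B-like cells 5.50% and 5.04%. Conventional dendritic (cDC)-like cells were 1.94% and 1.68%, cycling-like cells 1.54% and 1.72%, platelet-like cells 0.966% and 1.06%, and plasmacytoid dendritic (pDC)-like cells 0.719% and 1.03%. Plasmablast-like cells were 0.424% and 0.415%, and progenitor (HSPC)-like cells 0.259% and 0.272%. Of the 11 classes, over named cells, the CD14 monocyte-like class alone had intervals that did not overlap, and its difference of -2.56 percentage points changed sign under 4 alternatives given in the closing section. Over all retained cells, unnamed ones included, CD14 monocyte-like cells were 31.6% and 23.5%, the opposite order, T-like cells 25.6% and 16.8%, and NK-like cells 9.71% and 6.26%. The total variation distance between the compositions was 3.20 percentage points. It moved most, to 29.9, with a mitochondrial limit of 10%, which left 2850 cells of 10x 3' v3.

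In each of the 10 classes with at least 20 cells per library, median UMIs and genes per cell were higher in 10x 3' v3. The ratios ran from 1.19 to 2.76 for UMIs and from 1.23 to 2.62 for genes, and platelet-like cells had the highest of both. Plasmablast-like cells had the highest medians, 18753 and 14088 UMIs, and NK-like cells had 3562.5 and 2804 UMIs. Platelet-like cells had 4101.5 and 1486.5 UMIs and 1587.5 and 606.5 genes. At 1000 UMIs per cell the ratios of genes lay between 1.04 and 1.1. Clustering each library on its own moved the UMI ratios most, to as much as 6.26 in CD14 monocyte-like cells, with all 10 still above 1. At the density valley the ratios ran from 1.103 to 1.39 for UMIs and from 1.19 to 1.38 for genes. Platelet-like cells had 1.14 and 1.19 there, so their top rank held under neither alternative. The median mitochondrial share was also higher in 10x 3' v3 in 10 of 10 classes. The median ribosomal protein share was higher in 10x 5' v1 in 9 of 10, with platelet-like cells as the exception. That exception was absent without Scrublet doublets and at the density valley, where 10 of 10 were higher in 10x 5' v1.

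**Figure D2:**
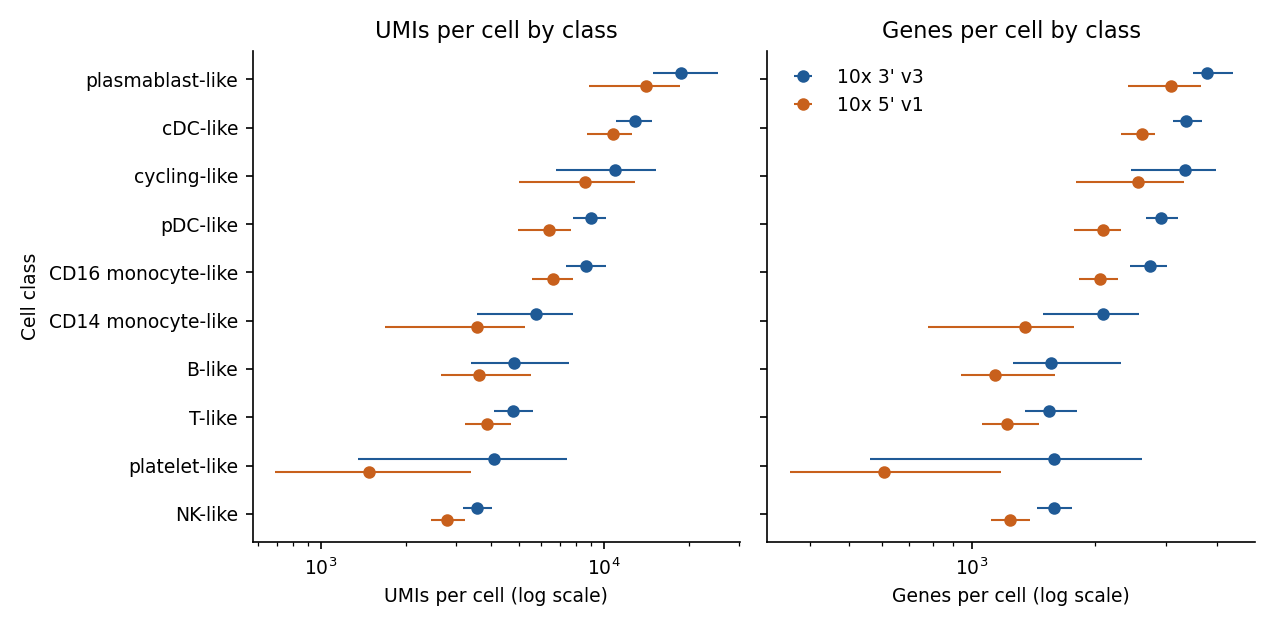
Median UMIs (left) and genes (right) per cell, on log scales, for 10 marker-named classes in 10x 3' v3 (blue) and 10x 5' v1 (orange), with bars spanning the interquartile range over cells. The 10x 3' v3 median is the higher one in each class.

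The share of cells with a UMI was compared for 21 fixed markers. It was higher in 10x 3' v3 for 11 of them with all UMIs, and for 5 after thinning to 1000 UMIs, the alternative that moved this count most. With all UMIs the intervals overlapped for 16. UMI counts scaled to equal library totals (CPM) within the class were higher in 10x 5' v1 for 16 of 21. CD3E was detected in 92.9% of T-like cells of 10x 3' v3 (663 CPM) and in 97.8% of those of 10x 5' v1 (1287 CPM). After thinning these shares were 47.3% and 71.4%. In CD14 monocyte-like cells, which should lack CD3E, 1.27% and 1.26% of cells had a UMI. T-like cells had medians of 4789 and 3879 UMIs, and CD14 monocyte-like cells 5751 and 3564.5.

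MS4A7 was detected in 74.0% of monocyte-like cells of 10x 3' v3 and 58.0% of those of 10x 5' v1, at 634 and 583 CPM and medians of 6507 and 4333 UMIs. After thinning the shares were 35.8% and 31.5%. In B-like cells (medians of 4828 and 3611.5 UMIs), as background, it was detected in 13.9% and 7.95%. MS4A7 overlaps another annotated gene on its strand. CD14 itself was detected in 76.9% and 68.0% of monocyte-like cells, while its CPM were 550 and 595, and FCGR3A in 29.7% and 25.4% at 578 and 603 CPM. Because these shares go against the CPM, no order is read from them. After thinning they were 39.03% and 42.6% for CD14, and 19.6% and 19.7% for FCGR3A. In B-like cells CD14 was detected in 2.36% and 1.14%, and FCGR3A in 4.50% and 2.27%.

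**Figure D3:**
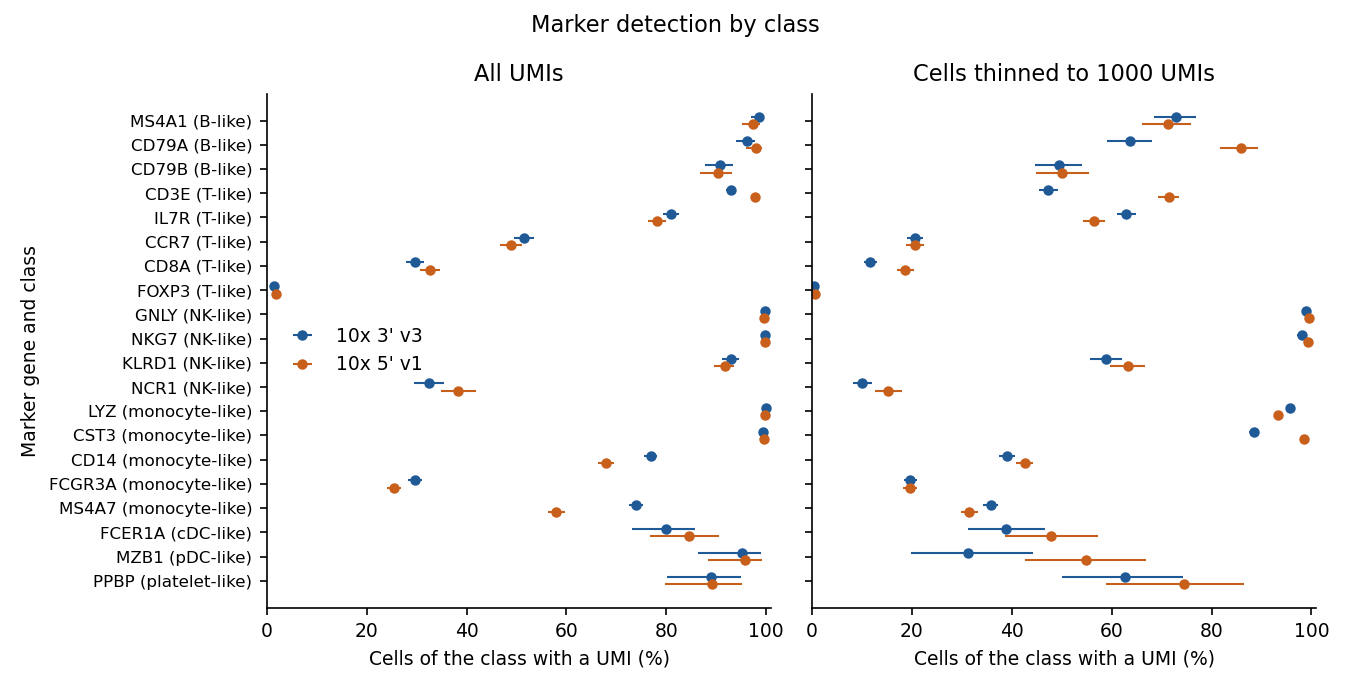
Share of cells of a class with at least 1 UMI of each marker reported here, in percent, for 10x 3' v3 (blue) and 10x 5' v1 (orange), with exact binomial intervals, for all UMIs (left) and cells thinned to 1000 UMIs (right). The 10x 3' v3 share is the higher one for 11 markers on the left and 5 on the right.

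The expression level at which a gene was detected in 50% of cells was estimated for the 5 classes with at least 200 cells per library. It is read on the mean of both libraries' CPM in the class, and not on each library's own CPM. It was 157 CPM in 10x 3' v3 and 198 CPM in 10x 5' v1 for T-like cells, 199.7 and 257 CPM for NK-like cells, and 132 and 190 CPM for B-like cells. CD14 monocyte-like cells gave 130 and 240 CPM, and CD16 monocyte-like cells 81.3 and 121 CPM. It was lower in 10x 3' v3 in 5 of 5 classes with all UMIs and in 0 of 5 after thinning to 1000 UMIs, where the ratios were 1.051 to 1.13. It was lower in 5 of 5 classes with binned levels too. This level depends on UMIs per cell by construction (693 CPM at 1000 UMIs and 173 CPM at 4000 UMIs in simulated cells), so its order with all UMIs largely repeats that of the median UMIs and is not a separate measure of sensitivity.

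UMIs were summed over all retained cells of each library. Genes with a UMI numbered 21979 in 10x 3' v3 and 19778 in 10x 5' v1. Over the 8393 genes with at least 10 CPM in either library, log2(CPM + 1) had a Pearson r of 0.876 and a Spearman rho of 0.843. These are across genes, which are not independent replicates. The filter moved them most: 0.969 and 0.946 with none, and 0.845 and 0.711 at 50 CPM.

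By a rule of size and not a test, 1761 of these 8393 genes (20.98%) were at least 2-fold apart. Of these, 1484 were higher in 10x 3' v3 and 277 in 10x 5' v1, so 84.3% were higher in 10x 3' v3. Scaling by the median ratio gave 1504 genes, of which 66.0% were higher in 10x 3' v3. The median CPM ratio of the 7027 genes with at least 10 CPM in both libraries was 1.14, a shift of 0.19 on the log2 scale. The count moved most with no filter, to 9885 genes. Mitochondrial genes took 11.4% of UMIs in 10x 3' v3 and 6.66% in 10x 5' v1, and 10 of 13 were higher in 10x 3' v3. Ribosomal protein genes took 19.7% and 26.6%, and 68 of 80 were higher in 10x 5' v1. Median-ratio scaling left these at 10 of 13 and 70 of 80.

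**Figure D4:**
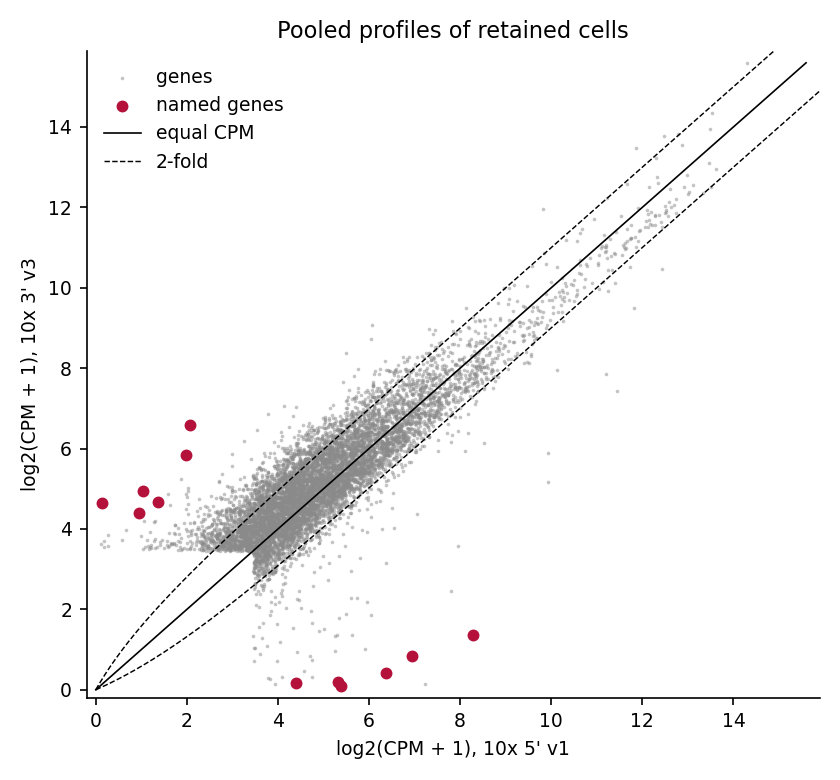
Pooled expression in 10x 3' v3 against 10x 5' v1, as log2(CPM + 1), for genes with at least 10 CPM in either library, leaving out Y-linked, HLA, KIR and antigen receptor segment genes. Red points are the 12 named genes, the solid line marks equal CPM and the dashed lines a 2-fold difference.

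The named genes are the 6 with the largest ratio in each direction by a fixed rule. Coordinates are on GRCh37. Of those higher in 10x 3' v3, RP11-841O20.2 (ENSG00000258757, chromosome 14, 53107557 to 53108284) had 24.1 CPM (22.9 to 25.4, exact Poisson) against 0.105 CPM (0.0286 to 0.268) from 4 UMIs, a log2 ratio of 7.85. C1orf56 (ENSG00000143443, chromosome 1, 151020227 to 151024462) had 95.6 CPM against 3.22 CPM, a log2 ratio of 4.89. RP11-138A9.2 (ENSG00000273319, chromosome 7, 130621223 to 130624420) had 29.7 CPM against 1.048 CPM. These genes each overlap another annotated gene, on the opposite strand. TMEM238 (ENSG00000233493, chromosome 19, 55890612 to 55895660) had 20.2 CPM against 0.943 CPM. HBA1 (ENSG00000206172, chromosome 16, 226679 to 227521) had 56.4 CPM against 2.93 CPM. Both its level and its ratio are uncertain because its reads can be hard to tell apart from those of its paralog HBA2. AL928768.3 (ENSG00000253701, chromosome 14, 106170301 to 106170939) had 24.7 CPM against 1.57 CPM.

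Of the genes higher in 10x 5' v1, OVCA2 (ENSG00000262664, chromosome 17, 1945316 to 1946719) had 40.6 CPM (38.6 to 42.7) against 0.0678 CPM (0.0185 to 0.174) from 4 UMIs in 10x 3' v3, a log2 ratio of -9.23. ZMYM6NB (ENSG00000243749, chromosome 1, 35446981 to 35450948) had 38.9 CPM against 0.153. LIME1 (ENSG00000203896, chromosome 20, 62367635 to 62370456) had 82.3 CPM against 0.339 CPM. ATP6V0C (ENSG00000185883, chromosome 16, 2563953 to 2570219) had 309 CPM against 1.56 CPM, and EIF4EBP3 (ENSG00000243056, chromosome 5, 139927247 to 139929161) had 20.1 CPM against 0.119 CPM. These genes overlap another annotated gene on the same strand, so their levels are uncertain. RP11-290D2.6 (ENSG00000273149, chromosome 13, 45914174 to 45915318) had 123 CPM against 0.797 CPM. It overlaps a gene on the opposite strand and was also among the leading genes of the large unnamed cluster.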

Values the study reported

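The study targeted 10,000 cells per PBMC sample. After mapping to a reference, it reported 9,450 classified cells for 10x 3' v3 and 7,780 for 10x 5' v1. Of the cell types, it gave platelets the lowest medians: 333 genes and 773 UMIs per cell with 10x 3' v3, and 450 genes and 941 UMIs with 10x 5' v1.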

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

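The tests on the platelet gene share were chosen after the barcodes below the cell threshold had been examined.

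A signal appeared in barcodes outside the retained cells, those from 100 UMIs up to the cell threshold. Of these, only barcodes of 10x 5' v1 above 161 UMIs entered an alternative, the inflection point over all barcodes above 100 UMIs. The 12 platelet markers made up 0.749% of UMIs (0.723 to 0.776, exact binomial) in 2091 such barcodes of 10x 3' v3 and 1.09% (1.03 to 1.17) in 435 of 10x 5' v1. A count of 0 would allow 0.000745% and 0.00354%. In barcodes above the threshold the same genes made up 0.0116% and 0.0153%. The difference between the libraries was not tested.

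RNA in empty droplets, drawn from 1 shared profile, would spread the platelet share between barcodes about as a binomial does. The variance was 13.2 times the binomial one in 10x 3' v3 and 13.9 times in 10x 5' v1, which argues against such RNA as the whole cause. Going the other way, barcodes under 100 UMIs also had a raised platelet share, 0.130% and 0.280%. Barcodes in which platelet markers reached 10% of UMIs numbered 26 in 10x 3' v3 and 14 in 10x 5' v1. Platelets or platelet fragments with few UMIs may fall below the threshold, as a hypothesis. Both libraries came from the same PBMC preparation, so no biological explanation was tested.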

How the results depend on the processing

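The alternatives were fixed before the data were examined, except the density valley as a threshold and the clustering with receptor pseudogenes kept, which were chosen after. Causes were not tested unless stated. Of 458 alternative values, 18 changed direction in a result whose intervals did not overlap or that was read without an interval. Another 36 values changed sign in differences of class shares (24) or of marker detection (12) whose intervals overlapped in the first place, so no direction is read from those differences. No paired analysis was possible because there is 1 library per group, and leaving out a replicate could not be done for the same reason.

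The threshold decided which library had more cells. The ratio of cells, 10x 3' v3 over 10x 5' v1, was 1.33 at the knee point, 1.12 with a minimum of 500 genes and 1.36 at the density valley. Cells numbered 7890 and 5926 at the knee point, 2850 and 11192 with a mitochondrial limit of 10%, and 9390 and 11068 without Scrublet doublets. In 10x 5' v1 they numbered 8746 with 500 genes and 7284 at the valley. The share of UMIs in barcodes above the threshold was 86.6% and 80.8% at the knee, 95.4% and 88.9% at the valley, both in the opposite order (ratios of 1.07 and 1.07, against 0.974), and 98.2% in 10x 5' v1 at the inflection point over all barcodes above 100 UMIs.

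Median UMIs and genes stayed higher in 10x 3' v3 under each cell filter run. At the knee point they were 5748.5 and 4501 UMIs and 2016 and 1533.5 genes. In 10x 5' v1 they were 3531 UMIs and 1260 genes with a minimum of 500 genes, and 3993.5 UMIs and 1374 genes at the valley. In 10x 3' v3 they were 5054 UMIs and 1727.5 genes at the 10% limit, and 4809.5 UMIs and 1715.5 genes without doublets. At equal depth the medians were 564 and 537 genes at the 10% limit, 532 in 10x 5' v1 at the valley, 328 and 323 at 500 UMIs and 975 and 883 at 2000 UMIs.

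The distance between compositions was 1.07 percentage points with 500 genes, 29.9 at the 10% limit and 8.26 at Leiden resolution 2. With each library clustered on its own it was 23.0, and 6.28 when receptor pseudogenes were kept in that clustering. Here the cause is visible: that list differs by 1 gene, and it moved a cluster of 3351 low-UMI 10x 5' v1 cells from no name to CD14 monocyte-like. Shares from separate clustering are therefore unstable. The CD14 monocyte-like difference became 3.23 points at the knee, 0.329 with 500 genes, 1.42 at resolution 2 and 3.04 at the valley. Its largest moves kept the sign, to -18.0 at the 10% limit and -22.5 with separate clustering. Of the differences with overlapping intervals, that of T-like cells went from 1.67 to -0.914 at the knee and -1.43 at the valley. The T-like difference rose to 27.5 at the 10% limit and 12.5 with separate clustering. NK-like cells went from 0.798 to -7.57 at resolution 2 and -6.49 at the 10% limit. B-like cells went from 0.461 to -0.629 at the 10% limit, and CD16 monocyte-like cells from -0.048 to 3.80 with separate clustering.

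Thinning to 1000 UMIs left 5 markers with the higher share in 10x 3' v3. The difference became -3.55 points for CD14 and -0.0294 for FCGR3A, and FCGR3A was also at -0.887 at the valley. With overlapping intervals, KLRD1 went from 1.22 to -4.34 after thinning, and with separate clustering CST3 went from -0.225 to 11.02 and MZB1 from -0.751 to 42.5. Thinning left 0 classes with the lower level at 50% detection in 10x 3' v3, with ratios of 1.051 in B-like, 1.06 in CD14 monocyte-like, 1.1 in CD16 monocyte-like, 1.13 in NK-like and 1.1 in T-like cells. Depth per cell is equal by construction there.

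Pearson r was 0.845 at 50 CPM, 0.969 with no filter, 0.859 with a pseudocount of 0.1 and 0.864 without mitochondrial and ribosomal protein genes. Spearman rho was 0.711, 0.946 and 0.864 under the first, second and last of these. Genes at least 2-fold apart numbered 645 at 50 CPM and 9885 with no filter, against 1761, over 3156 and 22762 genes. The log2 ratio of PPBP, -0.42, became 0.13 at the valley. Depth limits the low end: 4 UMIs stand behind the lower value of RP11-841O20.2 and of OVCA2.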

Other observations

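Chosen after the results were seen were the tests of the mitochondrial share, of barcode errors and of the main cluster of the shoulder, and those of overlap on the same strand. The other tests of the shoulder were chosen once it had been seen, with limits written before their values were computed. The tests of depth, length, GC content, mixture and overlap on either strand were written before their values too. Both libraries came from the same PBMC preparation, so no biological explanation was tested. The study ran the kits in succession, with 1 library each, so kit, run order and library cannot be told apart.

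The shoulder of the 10x 5' v1 rank curve held 4624 barcodes with a median of 719 UMIs, and 78.6% of them fell in the largest unnamed cluster. In 10x 3' v3, 897 barcodes lay in the same span of UMIs. Its barcodes had LYZ in 92.3%, NKG7 in 46.6%, HBB in 21.02% and CD3E in 20.6%, against 48.5%, 38.1%, 1.055% and 43.1% above it. Several explanations are argued against as the whole cause. RNA from 1 ambient profile would give a binomial spread of the share of 6 monocyte genes, and the variance was 19.0 times that. Clusters led by platelet or basophil genes held 1.86% of the shoulder. The median mitochondrial share was 1.07 times that above the shoulder, where leaky or dying cells that raise this share would need a larger rise. The share counts 13 mitochondrial genes only. Among the leading genes of the largest unnamed cluster were MTRNR2L2, HIST1H1E and RN7SL1, which it does not count. Damage that leaves this share unchanged therefore stays open. Copies of barcodes above the shoulder, made by barcode sequence errors, would carry their profiles. Of 2662 genes, 45 were at least 2-fold apart between the shoulder and the barcodes above it, against at most 2 in 20 simulated draws of such copies. Ambient RNA stays open for the main cluster, where the variance was 2.67 times binomial, between the limits set for the test.

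The ratio of median genes per cell fell from 1.63 to 1.07 when cells were thinned to 1000 UMIs. That met neither limit set beforehand for UMI depth as the cause. Thinning left out 30.4% of 10x 5' v1 cells, and the cells it kept had medians of 1768 and 1294 genes before thinning, so part of the fall comes from the cells left out. They are not the whole of it: at the knee point, where thinning left out none, the ratio fell from 1.31 to 1.08. By those limits the test does not decide whether depth is the whole cause of the difference. At 1000 UMIs per cell, though, median genes were higher in 10x 3' v3 in 10 of 10 classes, with ratios of 1.04 to 1.1. UMIs per cell are equal there, which argues against UMI depth as the whole cause in those classes. Thinning evens out capture by the kit along with sequencing, so it cannot tell those apart. The remainder was smaller at 500 UMIs, with a ratio of 1.02 over all cells kept.

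Genes at least 2-fold apart went with transcript properties. The log2 ratio had a Spearman rho of 0.563 with transcript length and -0.388 with GC content, across 8298 genes, which are not independent replicates. Given the other property these were 0.498 and -0.255. Median length was 5949 bases in genes higher in 10x 3' v3 and 2007.5 bases in those higher in 10x 5' v1. Both are consistent with an effect of length or GC content, and they are correlated with each other. A different mixture of cell classes is argued against, since 95.7% of the genes stayed 2-fold apart with class shares averaged. Overlap with any annotated gene was 1.07 times as frequent as in other genes, too little for a general cause. Overlap on the same strand was 2.64 times as frequent in genes higher in 10x 5' v1, so ambiguous assignment of reads may contribute there. In genes higher in 10x 3' v3 it was 1.42 times as frequent, which decides nothing. Of the 43 genes at least 8-fold higher in 10x 5' v1, 65.1% (49.1 to 79.0, exact binomial) had such an overlap. That compares with 9.98% of genes less than 2-fold apart. Of the 36 genes at least 8-fold higher in 10x 3' v3, 13.9% (4.67 to 29.5) had it.

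No gene of 4514 was at least 2-fold higher in 10x 3' v3 in T-like cells and 2-fold lower in CD14 monocyte-like cells, or the reverse: the count was 0. The log2 ratios of both classes had a Pearson r of 0.889 across genes.

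Scrublet's automatic threshold marked under 0.5% of 10x 5' v1 cells, so the highest scores were taken. Those cells had a median of 1543.5 UMIs against 2800.5 in the rest, the opposite of the order in 10x 3' v3 (9921 and 4809.5), so doublet calls in 10x 5' v1 are weak evidence.

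The number of retained 10x 5' v1 cells here was 11802. That is higher than the number of classified cells quoted from the study above, which also passed a reference-mapping filter not rebuilt here. Platelet-like cells here had medians of 1587.5 genes and 4101.5 UMIs in 10x 3' v3 and 1486.5 UMIs in 10x 5' v1. Those are higher than the values quoted from the study above, over a class rebuilt from markers. The order of the kits was opposite too: the quoted platelet medians are higher in 10x 5' v1, those here in 10x 3' v3. The higher platelet-like medians of 10x 3' v3 therefore hold for this rebuilt class only. The class joined a cluster with medians of 1318 and 797.5 UMIs and another with 6988.5 and 2569.5 UMIs. In the former, the 10x 5' v1 median lay below the value quoted from the study.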
